# Differential Programming of B Cells in AID Deficient Mice

**DOI:** 10.1371/journal.pone.0069815

**Published:** 2013-07-29

**Authors:** Marc A. Hogenbirk, Marinus R. Heideman, Arno Velds, Paul CM. van den Berk, Ron M. Kerkhoven, Bas van Steensel, Heinz Jacobs

## Abstract

The *Aicda* locus encodes the activation induced cytidine deaminase (AID) and is highly expressed in germinal center (GC) B cells to initiate somatic hypermutation (SHM) and class switch recombination (CSR) of immunoglobulin (Ig) genes. Besides these Ig specific activities in B cells, AID has been implicated in active DNA demethylation in non-B cell systems. We here determined a potential role of AID as an epigenetic eraser and transcriptional regulator in B cells. RNA-Seq on different B cell subsets revealed that *Aicda^−/−^* B cells are developmentally affected. However as shown by RNA-Seq, MethylCap-Seq, and SNP analysis these transcriptome alterations may not relate to AID, but alternatively to a CBA mouse strain derived region around the targeted *Aicda* locus. These unexpected confounding parameters provide alternative, AID-independent interpretations on genotype-phenotype correlations previously reported in numerous studies on AID using the *Aicda^−/−^* mouse strain.

## Introduction

During B cell development the GC cycle is initiated when mature B cells contact with cognate follicular helper T cells within secondary lymphoid organs. Extensive proliferation of antigen-primed B cells causes secondary follicles to polarize and form two micro-anatomically distinct regions within the GC, the T cell zone-proximal dark zone (DZ) and the distal light zone (LZ). In the DZ, rapidly proliferating B cells (centroblasts (CB)) can change the genetic code of antibodies due to the initiation of two independent processes: somatic hypermutation (SHM) and class switch recombination (CSR). Exit of the centroblast from the cell cycle coincides with the relocation of non-cycling GC B cells (centrocytes (CC)) to the LZ. The LZ contains antigen specific follicular helper T cells and networks of follicular dendritic cells. The latter are coated with immune-complexes. CCs continuously scan these coated follicular dendritic cells to test their variant B cell receptors for antigen binding ability. Eventually, these cells differentiate into memory B cells to establish immunological memory or plasma B cells to ascertain effective immunity. Survivors of the GC reaction express the appropriate antibody class and bind antigen with higher affinity [1]. The observation that the vast majority of mature B cell lymphomas arise from GC implies that B cells undergoing the GC reaction are at high risk for oncogenic transformation [2].

The crucial finding, that both SHM and CSR require the activity of AID led to the first profound insights into the molecular mechanism of these processes [3], [4]. AID is a member of the *Apobec* gene family of cytosine deaminases [5], [6], [7]. AID binds ssDNA and preferentially deaminates cytosine residues that reside within the WRC motif [8], [9], [10]. During SHM, AID deaminates cytosines within rearranged V(D)J segments that encode the variable domain of Ig heavy and light chains. Subsequent processing of the uracil involves error prone DNA repair enabling the introduction of somatic mutations at a rate approximating one point mutation per generation. This process eventually leads to formation of high affinity antibody variants. To initiate CSR, AID deaminates C in the top and bottom strands of two transcriptionally active S regions. To generate DNA double strand breaks (DSBs) in switch regions, the uracil has to be processed by components of the base excision repair or mismatch repair system. Once the DSBs are generated, the intervening DNA fragment is deleted, and the downstream constant region is juxtaposed to the upstream variable region. This process enables B cells to change their antibody isotype and adapt the effector function of the antibody [11]. The majority of the AID pool resides cytosolic and only a small fraction is actively shuttled between cytosol and nucleus, which is one of several strategies to control its mutagenic potential [4].

Studies in non-B cell systems implicate a role for AID in active CpG demethylation [12], [13], [14], [15], [16], [17]. DNA demethylation controls biological functions like changes in gene expression and chromatin organization to orchestrate cellular differentiation. In addition, DNA methylation contributes to genome stability and is a hallmark off X chromosome inactivation in females. Reprogramming of hetereokaryons was proposed to require AID-dependent DNA demethylation of the *Oct4* and *Nanog* promoters [14]. In primordial germ cells genome-wide AID-dependent DNA demethylation was proposed to occur in exons, introns and intergenic regions but not in promoters. This study further favored the view that AID targets genome-wide and functions as an epigenetic regulator [15]. The possibility that AID exerts an additional function as an epigenetic eraser in GC B cells, in which AID expression is highest, has not been tested to date.

In some B lymphoid cancers translocation breakpoints found in or near switch regions implicated AID in stimulating ectopic chromosomal translocations. Besides the scheduled AID-dependent DSBs in switch regions, AID is implicated in generating DSBs also in non-Ig genes [18], [19], [20]. High-Throughput, Genome-wide Translocation Sequencing (HTGTS) and Translocation Capture sequencing (TC-seq) studies suggest that AID may be required to induce DSBs in ∼120 genes leading to chromosomal translocations [21], [22]. Further indirect evidence for AID ‘off-targeting’ was provided by somatic mutation analysis in TSS-proximal regions. The authors estimate that 25% of expressed genes in germinal center B cells are deaminated by AID [23]. Of note, conclusions on potential genome-wide impact of AID are heavily based on a single *Aicda^−/−^* mouse model [3], which was generated in the embryonic stem cell line TT2 derived from F1 C57BL/6 x CBA blastocysts [24]. So far, in depth validations of this mouse model by next-generation technologies are lacking.

To study the potential role of AID in B cell programming and tumor development, we here applied MethylCap [25], [26] and RNA-Seq [27] on different B cell subsets. Our analyses provide alternative AID-independent interpretations on genotype-phenotype correlations previously observed in numerous studies on AID using the *Aicda^−/−^* mice.

## Results

### *Aicda^−/−^* GC B Cells have a CC Signature

Active DNA demethylation by AID has previously been implicated in gene regulation of non-B cell systems [13], [14], [15]. To explore the possibility that AID alters transcription in B cells to control B cell differentiation we applied RNA-Seq on CD19^+^/CD95^+^/PNA^hi^ GC B cells, isolated from spleens of immunized *Aicda^−/−^* and *Aicda^+/+^* mice. 

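GC B cells were represented by 4 RNA-Seq libraries, 2 of Aicda−/− and 2 of Aicda+/+ mice, each from pooled lymphocytes of at least 3 mice taken 10 days after immunization. The libraries held 13721948 and 10862688 gene counts for Aicda−/− replicates 1 and 2, and 14171217 and 12879540 for Aicda+/+ replicates 1 and 2. Aicda itself, the targeted gene, was present at 476 and 712 CPM (counts scaled to library size, here without TMM factors) in the Aicda−/− libraries and at 584 and 580 in the Aicda+/+ libraries. These counts cover the whole gene, including the exons that the targeting left in place, so they do not check the deletion. The switched constant region genes differ by genotype instead: Ighg1, the constant region of IgG1, was at 21.3 ± 3.23 CPM (SD, n = 2) in Aicda−/− and at 1598 ± 228 (SD, n = 2) in Aicda+/+ GC B cells.
According to the submitters' processing notes the reads were aligned with TopHat to mm9 and counted per Ensembl gene with HTSeq. Reads aligning to more than 1 place were kept out of the gene counts and made up 41.8% to 44.7% of the alignments of these libraries, more than in the naive and activated libraries (14.7% to 24.6%). Processed pseudogenes took a median of 2.12% of the gene counts here, against 0.206% in activated and 0.274% in naive libraries. From the deposited counts, 12942 genes passed edgeR's expression filter and were tested for genotype with edgeR's quasi-likelihood test after TMM normalization. Levels with an SD are CPM after TMM, and the Aicda levels per library are CPM without it. All fold changes are given as Aicda−/− over Aicda+/+.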

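In Aicda−/− GC B cells 18 genes rose and 10 fell at an adjusted p under 0.01 from edgeR's quasi-likelihood test. The largest losses were in switched immunoglobulin heavy chain constant genes. Ighg1 had a log2 fold change of −6.23 (standard error 0.24, adjusted p = 2.6e-06) and Ighg2b one of −5.35 (standard error 0.23, adjusted p = 3.7e-06). Ighg2c was at 0.122 ± 0.0366 CPM (SD, n = 2) against 25.2 ± 8.36 (adjusted p = 8.5e-05 from the same test). Ighg3 (log2 fold change −0.72, adjusted p = 0.11) and Ighm, the constant region of unswitched IgM (1.47, adjusted p = 0.032), did not pass in this test. Ighm passed on the same 4 libraries with DESeq2 (adjusted p = 2.2e-08) and edgeR's exact test (adjusted p = 9.8e-08). With 1 library left out, log2 fold changes ranged from 1.24 to 1.75 for Ighm and from −0.83 to −0.59 for Ighg3. Such fits leave 1 library in a genotype, so their p-values are not given.
Among the genes that rose were several induced by antigen receptor signaling. Nr4a1 had a log2 fold change of 1.92 (standard error 0.26, adjusted p = 0.0099), Egr3 one of 1.76 (adjusted p = 0.0061) and Nfkbid, an atypical inhibitor of NF-kB, one of 1.81 (adjusted p = 0.0025). Of 12 genes listed for the response to B cell receptor signaling, 3 rose and none fell (9 and 0 when adjusted over the list alone), with a median log2 fold change of 0.82 (adjusted p = 1.1e-28 from camera, and adjusted p = 0.12 with an estimated correlation). Genes of dissociation stress, a list that shares Egr1 and Ier3 with this response, had a median of 0.26 over 15 genes (adjusted p = 8.7e-06 from camera, adjusted p = 0.14 with an estimated correlation and 0.057 from a sign test over genes; median 0.64 without Aicda−/− replicate 1 and 0.51 without Aicda+/+ replicate 1), with Jun at a log2 fold change of 2.73 (adjusted p = 0.041). The ion channel gene Trpm5 rose from 15.9 ± 1.94 to 104 ± 39.2 CPM (SD, n = 2) and Fcrl5, a receptor of the Fc receptor-like family, from 2.38 ± 0.566 to 13.3 ± 4.06. Falls outside the immunoglobulin genes included the sodium channel gene Scn11a (log2 fold change −3.37), Emp2 (−2.44) and Cand2 on chromosome 6 (−2.13). ENSMUSG00000076519 also fell (−1.62). The annotation used here does not name it, so whether it is an immunoglobulin gene is not known. Pianp, on chromosome 6, was at 23.0 ± 0.714 CPM against 0.0381 ± 0.0539, and Gm16556, also on chromosome 6, at 0.159 ± 0.089 against 5.51 ± 0.503.
The number of genes past the threshold moved with the method on the same 4 libraries. It was 110 with DESeq2, 182 with edgeR's exact test and 179 with the replicate number as a block. With no filter on low counts it was 240, and with a stricter filter 21. It was also higher with any 1 library left out, which leaves a genotype with 1 library and no spread of its own. With 2 libraries per genotype, counts simulated at these levels with a 2-fold change were recovered in 45% of genes, and those with a 4-fold change in 90%.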

The expression of 155 genes (FDR <0.01) was found to differ between *Aicda^−/−^* and *Aicda^+/+^* GC B cells (Table S1 & Figure S1 and S2). GO analysis indicated six major categories: cellular response, signaling, regulation, homeostasis, differentiation/development, and cellular activation (Figure S3A and S3B). To further pinpoint the phenotype of *Aicda^−/−^* GC B cells, we took advantage of two previously defined gene groups that distinguish naïve B cells from CBs [28] and DZ B cells (CB) from LZ (CC) B cells [29]. When plotting the differential gene expression distribution of each gene group individually, we revealed that GC B cells of *Aicda^−/−^* mice have a more pronounced CC signature (Figure 1A; left panel). 

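Light zone genes, which mark CCs, and dark zone genes, which mark CBs, stood on opposite sides of 0 in Aicda−/− GC B cells. Of 27 light zone genes tested, all 27 had a positive log2 fold change, with a median of 0.61 (adjusted p = 5.8e-19 from camera, and adjusted p = 0.14 with an estimated correlation). Egr3 rose past an adjusted p of 0.01 over all genes, and 6 light zone genes did so when adjusted over the list alone. The light zone list shares Egr1, Egr3, Myc, Cd83 and others with the receptor response list, so these are not separate results. Egr1, an immediate early transcription factor, had a log2 fold change of 1.05 (standard error 0.18, adjusted p = 0.04 from edgeR's quasi-likelihood test). Of 28 dark zone genes, 23 had a negative log2 fold change, with a median of −0.31 (adjusted p = 4.3e-08 from camera, and adjusted p = 0.14 with an estimated correlation). The estimated correlation of this list was −0.035, below the preset 0.01, so correlation between genes did not end that call. With an estimate, camera also uses the few residual degrees of freedom of these libraries. None of the dark zone genes was past the threshold over all genes. Cdca3, a cell division gene on chromosome 6 (log2 fold change −0.95, adjusted p = 0.035), was the 1 member past it over the list alone.
Genes of resting follicular B cells, a list that shares Fcer2a and Gpr183 with the light zone list, went the same way as the light zone genes. Of 19 tested, 18 had a positive log2 fold change, the median was 0.51 (adjusted p = 9e-10 from camera, and adjusted p = 0.14 with an estimated correlation), and Cd38, a surface enzyme that mouse GC B cells lose, had a log2 fold change of 1.63 (standard error 0.24, adjusted p = 0.015). Markers shared by all GC B cells went both ways, 7 of 14 positive and 7 negative (adjusted p = 0.41), and Gcsam, a signaling adaptor, was past the threshold over the list alone (log2 fold change −1.02, adjusted p = 0.055 over all genes). Markers of red blood cells also moved with the genotype: 10 of 10 tested were positive, with a median of 2.07 (adjusted p = 6.5e-18, and adjusted p = 0.14 with an estimated correlation), and Hbb-bs, a hemoglobin gene, was at 30.8 ± 14.4 CPM against 6.59 ± 0.271 (SD, n = 2). With 1 GC library left out, log2 fold changes ranged from 0.87 to 1.27 for Egr1 and from −1.03 to −0.90 for Cdca3. They ranged from 1.18 to 1.95 for Cd38 and from 1.65 to 2.58 for Hbb-bs. Of 20 T cell markers 19 were positive, with a median of 0.55 (adjusted p = 1.2e-05, and adjusted p = 0.20 with an estimated correlation; median 0.91 without Aicda+/+ replicate 1). Mitochondrial genes took 6.62% of the counts in Aicda−/− replicate 2 and 2.89% to 4.05% in the other GC libraries.
The lists were written from general knowledge of these cells, after Table S1 had been read, and are not the published signatures used in Figure 1A. From the displacement of its light zone and dark zone groups, the paper proposes that CCs accumulate in the GCs of Aicda−/− mice.

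**Figure D1:**
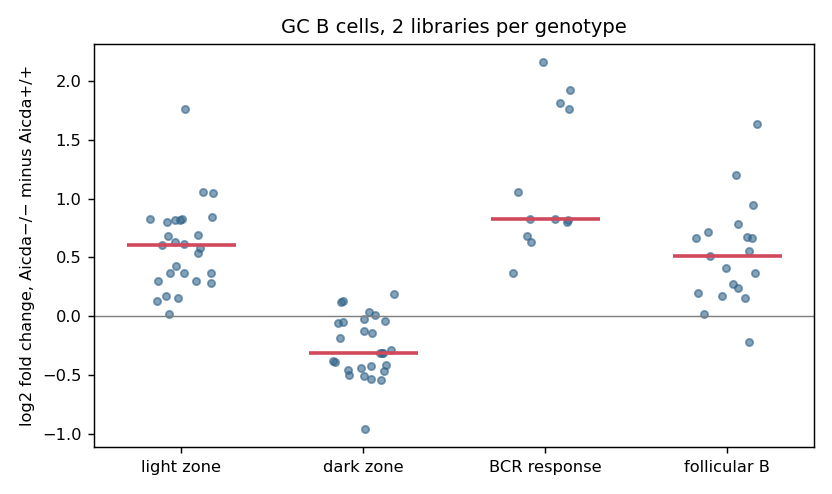
Log2 fold change (Aicda−/− minus Aicda+/+) of each gene of 4 lists in GC B cells, from 2 libraries per genotype. Each point is a gene and each red line the median of its list, which is 0.61 for light zone, −0.31 for dark zone, 0.82 for B cell receptor response and 0.51 for follicular B cell genes. The light zone list shares genes with the receptor response and follicular lists, and these genes are drawn in each.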

*Igh* transcription increases at the transition from CB to CC. Consistent with this notion, *Ighv* transcripts are more abundant in GC B cells of *Aicda^−/−^* mice (Figure 1B; left panel).

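Counts on Ighv genes, the variable gene segments of the heavy chain, were higher in Aicda−/− GC B cells. Of 18 tested, 17 had a positive log2 fold change, with a median of 1.01 (adjusted p = 6.1e-12 from camera, and adjusted p = 0.14 with an estimated correlation). Ighv8-12 rose from 9.91 ± 0.204 to 32.6 ± 5.52 CPM (SD, n = 2), a log2 fold change of 1.72 (standard error 0.21, adjusted p = 0.0082 from edgeR's quasi-likelihood test). When adjusted over the list alone, 7 Ighv genes rose and 1 fell. All Ighv genes together took 0.0163% ± 0.00421 of the gene counts in Aicda−/− and 0.00888% ± 0.00129 in Aicda+/+ libraries (SD, n = 2), a ratio of 1.84. Both Aicda−/− libraries were above both Aicda+/+ libraries (2-sided exact permutation test, p = 0.333, the smallest that 2 against 2 allow). Ighv segments resemble each other closely and reads that fit several of them were not counted, so values of single segments are uncertain. The paper states that somatic hypermutation, which alters these segments, requires AID. Counts per gene do not show how mutated reads aligned, so the higher counts need not all be a difference in transcripts.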

**Figure 1:**
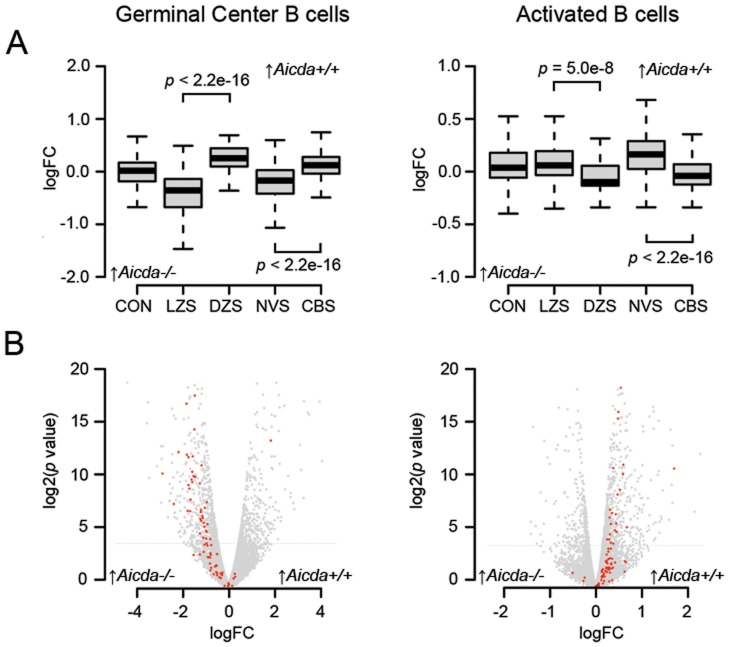
Transcriptome comparisons of GC B cells and *in vitro* activated B cells from *Aicda^+/+^* and *Aicda^−/−^* mice. A) Box-plot of previously defined gene groups which are differentially expressed between *Aicda^+/+^* and *Aicda^−/−^* GC (left panel) and activated (right panel) B cells: CON, control group; LZS light zone signature genes [29], DZS, dark zone signature genes [29]; NVS, naïve B cell signature genes [28], CBS, centroblast signature genes [28]. For statistical analysis the sign test was applied. B) Volcano-plot of genes differentially expressed between *Aicda^+/+^* and *Aicda^−/−^* GC (left panel) and activated (right panel) B cells. The *Ighv* genes are shown in red. For statistical analysis the sign test was applied.

### *In vitro* Activated *Aicda^−/−^* B Cells have a CB Signature

The *in vivo* results not necessarily relate to AID since failure to undergo SHM and CSR may affect the composition of CD19^+^/CD95^+^/PNA^hi^ GC B cells such that CC are overrepresented within enlarged GC of *Aicda^−/−^* mice [3]. To identify B cell intrinsic transcriptional differences, we applied RNA-Seq on *in vitro* activated B cells isolated from *Aicda^−/−^* and *Aicda^+/+^* mice. This approach revealed that 145 genes differed in their expression (FDR cut-off at 0.01) (Table S1 and Figure S2B). 

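Splenic B cells cultured with LPS at 20 µg/ml and IL-4 for 4 days were represented by 8 RNA-Seq libraries, 4 of Aicda−/− and 4 of Aicda+/+ mice, each from 1 mouse. Gene counts ranged from 12035027 to 18898282 (median 16511674) in Aicda−/− and from 14374092 to 21218722 (median 19782589) in Aicda+/+ libraries. Aicda counts were at 270, 275, 214 and 223 CPM in Aicda−/− replicates 1 to 4 and at 186, 175, 180 and 178 in Aicda+/+ replicates 1 to 4. The files hold counts made in the same way as for GC B cells, and 12870 genes passed the expression filter. Replicates 1 and 2 of both genotypes carry one run number in their labels and replicates 3 and 4 another, and each run was also fitted on its own.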

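In activated B cells 55 genes rose and 91 fell in Aicda−/− at an adjusted p under 0.01 from edgeR's quasi-likelihood test. Of these 146 genes, 48 lie in the region of chromosome 6 around Aicda. BC064078, an unprocessed pseudogene, had a log2 fold change of 2.99 (standard error 0.11, adjusted p = 3.9e-09), Eno2, the neuronal form of the glycolytic enzyme enolase, one of 1.52 (standard error 0.08, adjusted p = 1.1e-07) and Plbd1, a phospholipase B-like gene, one of 1.20 (adjusted p = 2.0e-07). Tmem40 (2.71) and Pianp (3.99), also on chromosome 6, rose from very low levels. The guanylate cyclase receptor gene Gucy2c fell by 3.45 on the log2 scale, the lectin-like gene Clec2g by 2.13, and the tetraspanin gene Cd9 from 13.3 ± 1.37 to 4.77 ± 1.01 CPM (SD, n = 4).
Outside chromosome 6, Gm4987 on chromosome X rose (log2 fold change 2.88, adjusted p = 2.4e-08) and the interferon-inducible gene Ifi208 on chromosome 1 fell (−2.87, adjusted p = 4.9e-05). Gm15726 (−2.08) and G530011O06Rik (−1.90), both on chromosome X, also fell, and the adhesion gene Mpzl2 rose (1.17). Gm13394 was at 5.74 ± 2.28 CPM against 0.0296 ± 0.0353 (SD, n = 4). Of the switched constant genes, Ighg3 had a log2 fold change of −2.26 (adjusted p = 1.1e-07) and Ighg2b one of −2.14 (adjusted p = 2.6e-06), while Ighg1 was at 470 ± 20.9 against 514 ± 55.7 CPM (adjusted p = 0.36). The paper states that class switching requires AID, so counts of these genes do not by themselves mark switched cells.
With the replicate number as a block 447 genes passed the threshold, all 146 of the unblocked fit among them. Within the run of replicates 1 and 2 alone 136 genes passed and within that of replicates 3 and 4 alone 222, and the count fell to 71 without Aicda+/+ replicate 1, 78 without Aicda−/− replicate 3 and 86 without Aicda−/− replicate 2. The call of Mpzl2 ended without any 1 library other than Aicda+/+ replicate 3 (adjusted p from 0.011 to 0.032), and that of G530011O06Rik without Aicda−/− replicate 2 (0.010), Aicda+/+ replicate 1 (0.011) or Aicda+/+ replicate 2 (0.011).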

GO analyses indicated that these genes fall into the same six GO categories (Figure S3C). The assessment of the CB and CC gene signatures revealed that *in vitro* activated B cells of *Aicda^−/−^* mice acquire a CB like signature (Figure 1A, right panel). 

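Dark zone genes stood slightly higher in activated Aicda−/− B cells, while light zone genes did not pass their test. Of 28 dark zone genes, 23 had a positive log2 fold change, with a median of 0.11 (adjusted p = 6.3e-07 from camera, and adjusted p = 0.31 with an estimated correlation). At single genes, Aicda rose and Cdca3, a cell division gene of the chromosome 6 region, fell (log2 fold change −0.33, standard error 0.04, adjusted p = 0.0011 from edgeR's quasi-likelihood test); the others did not pass. The cell cycle list shares many genes with the dark zone list, among them Ccna2, Cdk1 and Plk1, so these are not separate results. Of its genes 42 of 44 were positive, with a median of 0.11 (adjusted p = 1.4e-12 from camera, and adjusted p = 0.27 with an estimated correlation). Tyms, an enzyme of thymidylate synthesis in the cell cycle list, rose from 144 ± 3.63 to 167 ± 5.56 CPM (SD, n = 4). The 28 light zone genes had a median of −0.014 (adjusted p = 0.21). Genes of resting follicular B cells had a median of −0.13 over 19 genes (adjusted p = 0.0030, adjusted p = 0.31 with an estimated correlation and 0.33 from a sign test over genes), and S1pr1, a receptor for egress from lymphoid tissue, and the transcription factor gene Foxp1 fell, with log2 fold changes of −1.01 and −0.32 (4 fell and 1 rose when adjusted over the list alone). Without Aicda−/− replicate 4 the follicular list did not pass (adjusted p = 0.054), and single calls ended for S1pr1 without any 1 library other than Aicda−/− replicate 1 or Aicda+/+ replicate 4 (0.011 to 0.020), for Tyms without any but Aicda−/− replicate 4 (0.011 to 0.026) and for Foxp1 without replicate 2 of either genotype, Aicda−/− replicate 3 or Aicda+/+ replicate 1 (0.011 to 0.015).
The genotype effect differed between GC and activated B cells in a test of the difference itself. That fit shares its estimates of spread over all 20 libraries. The biological coefficient of variation, a measure of spread between libraries, was 0.157 in GC and 0.054 in activated B cells. The error of the GC effect may therefore be understated. A fit of all 20 libraries called 242 genes in GC and 45 in activated B cells, against 28 and 146 in the separate fits. The light zone genes lay 0.58 higher (median log2 difference over 28 genes, adjusted p = 2.6e-18 from camera, and adjusted p = 0.0011 with an estimated correlation) and the dark zone genes lay at −0.47 (28 genes, adjusted p = 9.1e-15, and adjusted p = 0.032 with an estimated correlation) in GC relative to activated B cells. Within the activated runs the dark zone median was 0.06 for replicates 1 and 2 (adjusted p = 0.058 from camera) and 0.17 for replicates 3 and 4 (adjusted p = 2.7e-13). From the shift of its CB and CC groups the paper concludes that activated Aicda−/− B cells acquire a CB like signature.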

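Ighv genes leaned to lower values in activated Aicda−/− B cells, with a median log2 fold change of −0.16 over 20 genes, 17 of them negative. The test against all other genes did not pass its threshold (adjusted p = 0.075 from camera, and adjusted p = 0.60 with an estimated correlation), and no single Ighv gene passed in edgeR's quasi-likelihood test, over all genes or over the list alone. A sign test over the genes, which takes them as independent, gave an adjusted p of 0.017, and camera passed without Aicda−/− replicate 2 (adjusted p = 0.039), Aicda−/− replicate 3 (0.024) or Aicda+/+ replicate 4 (0.0021). All Ighv genes together took 0.0162% ± 0.0012 of the gene counts in Aicda−/− and 0.0182% ± 0.0022 in Aicda+/+ libraries (SD, n = 4; 2-sided exact permutation test, p = 0.171, and 0.0286 without Aicda+/+ replicate 4). The median was −0.21 within the run of replicates 1 and 2 (adjusted p = 0.0020 from camera) and −0.03 within that of replicates 3 and 4 (adjusted p = 0.74). Ighm, whose transcripts carry the rearranged segments in unswitched cells, had a log2 fold change of −0.08 (adjusted p = 0.70).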

As *Igh* transcription decreases at the transition from naïve to CB stage, one expects that *Ighv* transcripts are less abundant in activated *Aicda^−/−^* B cells, which indeed was the case (Figure 1B, right panel).

### Methyl-Cap does not Reveal AID-dependent CpG Demethylation

As AID has been proposed to affect the transcriptional program via deamination of methylated CpGs in specific promoters of hetereokaryons [14] and the methylome in exons, introns, and intergenic regions, but not in promoters of primordial germ cells [15], we argued that AID may affect the GC reaction by active CpG demethylation. To test this possibility we applied MethylCap-Seq on GC (CD19^+^/CD95^+^/PNA^hi^) B cells from immunized *Aicda^−/−^* and *Aicda^+/+^* C57BL/6 mice. MethylCap takes advantage of a high affinity methylbinding domain [25], [26] which when coupled to paramagnetic beads enables an efficient enrichment of methylated DNA fragments. Although MethylCap did enrich effectively for methylated fragments (Figure S4), the methylation load in promoters, exons, introns and intergenic regions remained indistinguishable between *Aicda^−/−^* and *Aicda^+/+^* GC B cells (Figure 2A). The methylation load of individual TSSs did not differ as well (Figure 2b). Apparently, MethylCap-Seq failed to reveal AID-dependent CpG demethylation.

**Figure 2:**
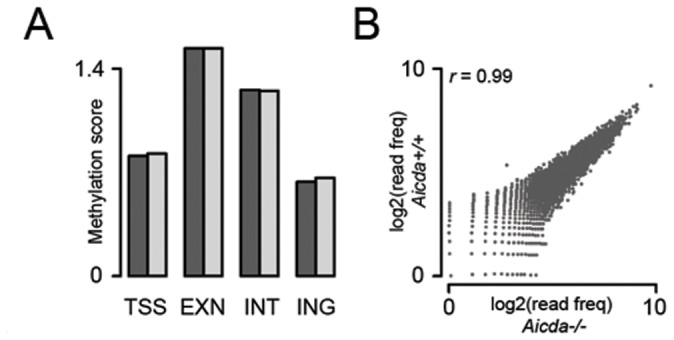
Assessment of AID-dependent DNA demethylation. A) Comparisons of CpG methylation load between *Aicda^+/+^* and *Aicda^−/−^* GC B cells in defined genomic elements. TSS, transcription start sides (TSS); EXN, exons; INT, introns; ING, intergenic regions are shown. Various statistical tests revealed no differences. B) Correlation plot of MethylCap data obtained from *Aicda^+/+^* and *Aicda^−/−^* GC B cells. The correlation coefficient, *r* was determined applying the Persons’ test.

### Naïve *Aicda^−/−^* B Cells are Pre-activated

To further assess transcriptional differences between *Aicda^−/−^* and *Aicda^+/+^* mice, we isolated naïve CD19^+^/CD43^−^ B cells. 

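Naive B cells were represented by 8 RNA-Seq libraries, 4 of Aicda−/− and 4 of Aicda+/+ mice, each from 1 mouse of 2 months. Gene counts ranged from 11156314 to 15879131 (median 12405843) in Aicda−/− and from 12672159 to 15998162 (median 14509074) in Aicda+/+ libraries. Aicda was at 44.0, 36.3, 26.4 and 39.2 CPM in Aicda−/− replicates 1 to 4 and at 1.5, 1.5, 0.789 and 1.67 in Aicda+/+ replicates 1 to 4. Aicda+/+ replicate 3 had 11.0% of its alignments outside annotated genes, against 17.2% to 24.5% in the other naive libraries. The counts were made and tested as for the other subsets, and 12163 genes passed the expression filter. Replicates 1 and 2 share a run and replicates 3 and 4 another, as in activated B cells.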

As revealed by RNA-Seq, naïve B cells from *Aicda^−/−^* and *Aicda^+/+^* mice, in which AID is not expressed, differ substantially (Figure 3). 

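In naive B cells 45 genes rose and 5 fell in Aicda−/− at an adjusted p under 0.01 from edgeR's quasi-likelihood test. Pianp on chromosome 6 had the smallest p, at 54.1 ± 6.3 CPM against 0.291 ± 0.147 (SD, n = 4; log2 fold change 7.48, standard error 0.20, adjusted p = 9.5e-09). Aicda and Fam234b, further genes of the same region, rose as well, Fam234b with a log2 fold change of 2.24 (standard error 0.09, adjusted p = 5.6e-07). Genes outside chromosome 6 included several known from GC B cells: Gcsam (4.18), Nuggc (3.47), S1pr2, the receptor that holds B cells in the GC (3.40), and the transcription factor Mybl1 (3.09). Trerf1 (4.24), Basp1 (3.86) and the chemokine receptor gene Cxcr3 (3.16) rose as well, Cxcr3 not with the replicate number as a block (adjusted p = 0.016). The falls were in G530011O06Rik (−2.72), the unnamed ENSMUSG00000090933 (−1.82), Ifi208 (−1.76) and Clec2i on chromosome 6 (−1.20), and in ENSMUSG00000079540, at 0.0531 ± 0.0629 CPM against 1.41 ± 0.562 (SD, n = 4), a gene named after its values were seen.
With the replicate number as a block 62 genes passed the threshold, 43 of the 50 among them. Within the run of replicates 1 and 2 alone 75 genes passed, and within that of replicates 3 and 4 alone 3. The count was 44 without Aicda+/+ replicate 3, the library with few alignments outside genes, and fell to 20 without Aicda+/+ replicate 1 or 4, 22 without Aicda+/+ replicate 2, and 24, 32 and 25 without Aicda−/− replicates 1, 2 and 4. The call of Cxcr3 ended without any 1 library other than Aicda−/− replicate 3 (adjusted p from 0.012 to 0.049), that of ENSMUSG00000090933 without any but Aicda−/− replicate 2 or Aicda+/+ replicate 3 (0.017 to 0.030), and that of Trerf1 without Aicda+/+ replicate 4 (0.016).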

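Dark zone genes were higher in naive Aicda−/− B cells: 26 of 28 had a positive log2 fold change, and the median was 1.02 (adjusted p = 7.9e-58 from camera, and adjusted p = 0.012 with an estimated correlation). Aicda and Mybl1 passed an adjusted p of 0.01 over all genes, and 18 dark zone genes passed it over the list alone. Mybl1, a transcription factor of GC B cells, rose from 4.91 ± 0.964 to 42.0 ± 12.0 CPM (SD, n = 4; adjusted p = 5.5e-05 from edgeR's quasi-likelihood test). Top2a, the topoisomerase that untangles chromosomes, had a log2 fold change of 1.28 (standard error 0.22, adjusted p = 0.019) and Cenpe, a kinetochore motor, one of 1.30 (standard error 0.22, adjusted p = 0.019).
Light zone genes had a median of 0.00080 over 27 genes (adjusted p = 0.80), with Cd86, a costimulatory ligand, the 1 member that rose (log2 fold change 0.62, standard error 0.09, adjusted p = 0.0058, and 0.012 with the replicate number as a block). Its call ended without any 1 library other than Aicda+/+ replicate 3 (adjusted p from 0.012 to 0.029). The dark zone median was 1.10 within the run of replicates 1 and 2 (adjusted p = 2.6e-42 from camera) and 0.90 within that of replicates 3 and 4 (adjusted p = 1.2e-30).

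**Figure D2:**
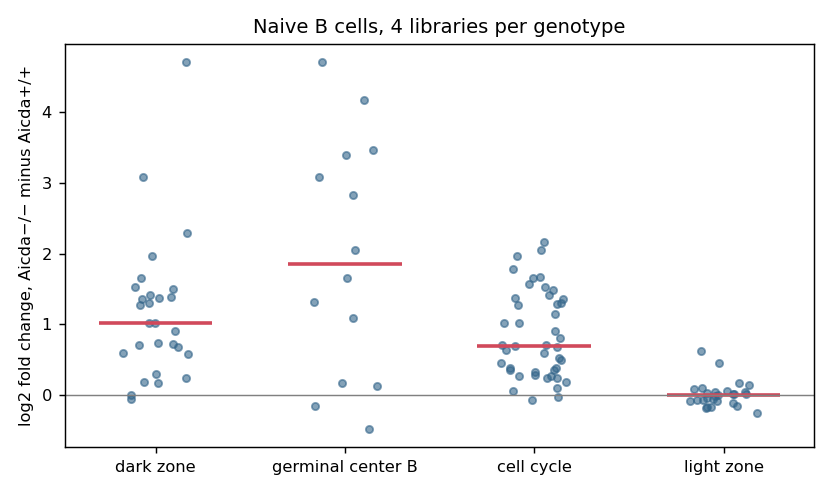
Log2 fold change (Aicda−/− minus Aicda+/+) of each gene of 4 lists in naive B cells, from 4 libraries per genotype. Each point is a gene and each red line the median of its list, which is 1.02 for dark zone, 1.85 for germinal center B, 0.69 for cell cycle and 0.00080 for light zone genes. The dark zone list shares many genes with the cell cycle list, and Aicda and Mybl1 with the germinal center B list.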

DZ signature genes are expressed at higher levels in *Aicda^−/−^* naïve B cells (Figure 3A and 3B). Furthermore, GO-analysis revealed GO-terms linked to cell cycling (Figure S3D). These analyses revealed that naïve *Aicda^−/−^* B cells are pre-activated when compared to naïve *Aicda^+/+^* B cells and extend on previous observations made [3].

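Genes of the cell cycle were higher in naive Aicda−/− B cells, 42 of 44 of them with a positive log2 fold change and a median of 0.69 (adjusted p = 5.2e-53 from camera, and adjusted p = 0.026 with an estimated correlation). Many of them, such as Top2a and Cenpe, are also in the dark zone list, so these are not separate results. Kif11, a motor of the mitotic spindle, rose from 2.94 ± 0.578 to 9.36 ± 2.54 CPM (SD, n = 4; log2 fold change 1.66, adjusted p = 0.0045 from edgeR's quasi-likelihood test) and Mki67, the gene of the proliferation marker Ki-67, from 16.5 ± 7.14 to 68.8 ± 25.0 (2.05, adjusted p = 0.0093). When adjusted over the list alone, 24 of the 44 genes rose and none fell. Rrm2, a subunit of the enzyme that makes deoxynucleotides, had a log2 fold change of 1.15 (adjusted p = 0.011) and E2f8, a transcription factor of the cell cycle, one of 2.16 (adjusted p = 0.011), and both passed with the replicate number as a block (adjusted p = 0.0086 and 0.0085), Rrm2 also without Aicda−/− replicate 2 (0.0083). Mki67 did not pass when any 1 of the 8 libraries was left out (adjusted p from 0.012 to 0.041), and Kif11 passed only without Aicda−/− replicate 2 or 3 (otherwise 0.011 to 0.024). The median of the list was 0.84 for replicates 1 and 2 (adjusted p = 9.2e-41 from camera) and 0.64 for replicates 3 and 4 (adjusted p = 2.3e-25).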

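Markers of GC B cells gave the largest shift of the lists tested in naive Aicda−/− B cells. Of 14 tested, 9 rose and none fell (10 rose when adjusted over the list alone), with a median log2 fold change of 1.85 (adjusted p = 9.4e-81 from camera, and adjusted p = 0.0039 with an estimated correlation). S1pr2 rose from 2.19 ± 0.374 to 23.2 ± 9.29 CPM (SD, n = 4; adjusted p = 0.00028 from edgeR's quasi-likelihood test), Nuggc from 1.5 ± 0.473 to 16.9 ± 7.37 and Gcsam from 0.316 ± 0.24 to 6.09 ± 2.12. Jchain, which joins secreted IgM and IgA chains and marks antibody-secreting cells, rose by 2.83 (standard error 0.22, adjusted p = 0.00011) and the switched constant gene Ighg3 by 1.44 on the log2 scale (standard error 0.20, adjusted p = 0.0055, and 0.013 with the replicate number as a block). The call of Ighg3 ended without any 1 library other than Aicda−/− replicate 4 or Aicda+/+ replicate 3 (adjusted p from 0.011 to 0.030). Jchain was the 1 member of the plasma cell list that passed over all genes. Of the 17 tested, 9 were positive and 8 negative, with a median of 0.06 (adjusted p = 0.030 from camera, and adjusted p = 0.15 with an estimated correlation). Interferon-stimulated genes were all positive, 25 of 25, with a median of 0.33 (adjusted p = 1.8e-08 from camera, and adjusted p = 0.34 with an estimated correlation; median 0.16 without Aicda−/− replicate 4), and none passed the threshold for single genes.
Other lists of stimulated B cells did not pass camera with all libraries and edgeR's filter. Of 13 genes of the B cell receptor response 10 were negative, with a median of −0.09 (adjusted p = 0.082, unadjusted p = 0.036), and they passed without Aicda−/− replicate 4 (adjusted p = 0.040) and with no filter (median −0.15, adjusted p = 0.030). The median over 21 NF-kB targets was 0.01 (adjusted p = 0.86), and genes of resting follicular B cells had a median of −0.04 over 18 genes (adjusted p = 0.36, and 0.045 without Aicda+/+ replicate 3). The median of the GC B cell markers was 2.16 in the run of replicates 1 and 2 (adjusted p = 1.6e-76) and 1.51 in the other (adjusted p = 4.5e-44). From the higher dark zone genes and the cell cycle terms the paper concludes that naive Aicda−/− B cells are pre-activated.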

**Figure 3:**
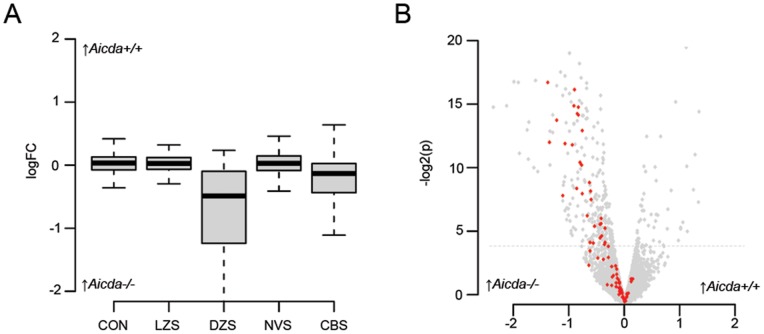
Naïve B cells are pre-activated. A) Box-plot of previously defined gene groups differentially expressed between *Aicda^+/+^* and *Aicda^−/−^* naive B cells: CON, control group; LZS light zone signature genes [29], DZS, dark zone signature genes [29]; NVS, naïve B cell signature genes [28], CBS, centroblast signature genes [28]. B) Volcano-plot of genes differentially expressed between *Aicda^+/+^* and *Aicda^−/−^* naïve B cells. The DZS genes are shown in red.

### *Aicda^−/−^* Mice are not Congenic

As an alternative to AID in causing the transcriptional differences observed between *Aicda^−/−^* and *Aicda^+/+^* B cells, we considered artifacts related to gene targeting in ES cells as potential confounders for genotype-phenotype alterations previously observed when using these mice. *Aicda^−/−^* mice originate from the embryonic stem cell line TT2, which were derived from F1 C57BL/6 x CBA blastocysts [24]. In these TT2 cells the *Aicda* locus was targeted conventionally by replacing exon 3 and partially exon 4 encoding the cytidine-deaminase domain of AID with a NeoR selection cassette. This likely explains the observation of non-functional *Aicda* transcripts in naïve *Aicda^−/−^* B cells (Table S1). 

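Aicda transcripts were present in naive Aicda−/− B cells at 36.4 ± 6.95 CPM, against 1.37 ± 0.392 in naive Aicda+/+ B cells (SD, n = 4). This is a log2 fold change of 4.71 (standard error 0.21, adjusted p = 7.4e-07 from edgeR's quasi-likelihood test). Every Aicda−/− library was above every Aicda+/+ library, with 294 to 591 counts on the gene against 10 to 25. In activated B cells Aicda was at 246 ± 28.4 in Aicda−/− and at 180 ± 3.6 in Aicda+/+ (SD, n = 4), a log2 fold change of 0.45 (adjusted p = 0.0016, and 0.19 with all 20 libraries in 1 fit). In GC B cells it was at 615 ± 185 and 565 ± 5.8 (SD, n = 2), with a log2 fold change of 0.12 (adjusted p = 0.96). The deposited counts are 1 number per gene, so transcripts with and without the deleted exons, or reading into the NeoR cassette, are counted together. Apobec1, the gene of an RNA-editing relative of AID that lies in the same region, rose in naive (0.71, adjusted p = 0.00085) and activated B cells (0.58, adjusted p = 2.9e-06). Its log2 fold change in GC B cells was 0.82 (adjusted p = 0.074), and 0.68 to 0.89 with 1 GC library left out.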

Chimeras were backcrossed to C57BL/6 mice. To determine whether the C57BL/6- or CBA-allele was targeted we performed SNP analysis. SNP analysis revealed that the CBA allele was targeted (Figure 4A and 4B). Moreover, the CBA derived region around the targeted *Aicda* locus persisted even after extensive backcrossing for 15 generations. To assess whether this region is also transcriptionally affected we analyzed the transcriptome of the various B cell subsets. In all subsets, this region (Chr6:E2-G1) always contributed most to the top hundred differentially expressed genes (Figure 4C and 4D; Table S1). 

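Genes of chromosome 6 between bands E2 and G1 held 15 of the top 100 genes by p in GC B cells, 42 in activated and 18 in naive B cells. By chance 1.42, 1.39 and 1.35 would fall there, given the genes tested. The odds ratio was 13.2 in GC (p = 9.8e-12), 66.6 in activated (p = 9.1e-53) and 17.9 in naive B cells (p = 1.0e-15), each from a 1-sided Fisher's exact test, which takes genes as independent. Chromosome 6 gave more of the top 100 genes than any other chromosome in each subset. The next was chromosome 12 in GC (11) and activated (7) and chromosomes 2 and 11 in naive B cells (9 each).
Of the genes called at an adjusted p under 0.01 by edgeR's quasi-likelihood test, 8 of 28 in GC, 48 of 146 in activated and 10 of 50 in naive B cells lay in the region, which covers 471 genes from Bhlhe40 to Eps8. Bhlhe40, a transcription factor at its proximal end, had a log2 fold change of 2.01 in GC B cells (standard error 0.18, adjusted p = 0.0013). Apobec1, Aicda and Mbd4 lie in it as well. Outside the region and the immunoglobulin genes, 16 genes were called in GC and 94 in activated B cells. Immunoglobulin genes were marked by name, so genes without a name could not be marked as such. Membership of the region follows the bands given in Table S1 and gene order in GRCm38, a newer build than the one used for alignment.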

The fact that genes within this region are up- as well as downregulated implies a deregulated region, where potentially due to strain differences, genetic or epigenetic alterations during ES cell culturing, and conventional gene targeting, wide ranging transcriptional alterations arise in *cis* and in *trans* (Table S1). 

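Region genes went both ways in each subset. In activated B cells 20 rose and 28 fell, in GC B cells 5 rose and 3 fell, and in naive B cells 9 rose and 1 fell at an adjusted p under 0.01 from edgeR's quasi-likelihood test. The median log2 fold change over all tested genes of the region was 0.0021 in GC, −0.03 in activated and −0.0046 in naive B cells. Eno2 rose from 25.6 ± 3.05 to 73.5 ± 6.69 CPM and Plbd1 from 20.6 ± 1.57 to 47.4 ± 3.82, while Gucy2c fell from 4.70 ± 0.211 to 0.426 ± 0.0904 and Clec2g from 13.2 ± 1.58 to 3.02 ± 1.05 in activated B cells (SD, n = 4). Directions were shared between subsets more often inside the region than outside. Of 81 region genes with an unadjusted p under 0.05 in activated B cells, 54 (66.7%) had the same sign in GC B cells, against 578 of 1871 (30.9%) outside the region (2-sided Fisher's exact test, p = 2.0e-10). The 30.9% is no neutral baseline, since most of those genes went in opposite directions. The test is therefore not against an even split. Of 76 region genes so chosen and tested in naive B cells, 54 (71.1%) kept their sign there, against 823 of 1847 (44.6%) outside. Naive and activated cells came from the same suspensions, so their values are not independent. Of 40 region genes so chosen in naive B cells, 30 (75%) kept their sign in GC, against 282 of 563 (50.1%) outside. From these changes in both directions, the paper reasons that the region is deregulated, and names strain differences, alterations in ES cell culture and gene targeting as potential sources.

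**Figure D3:**
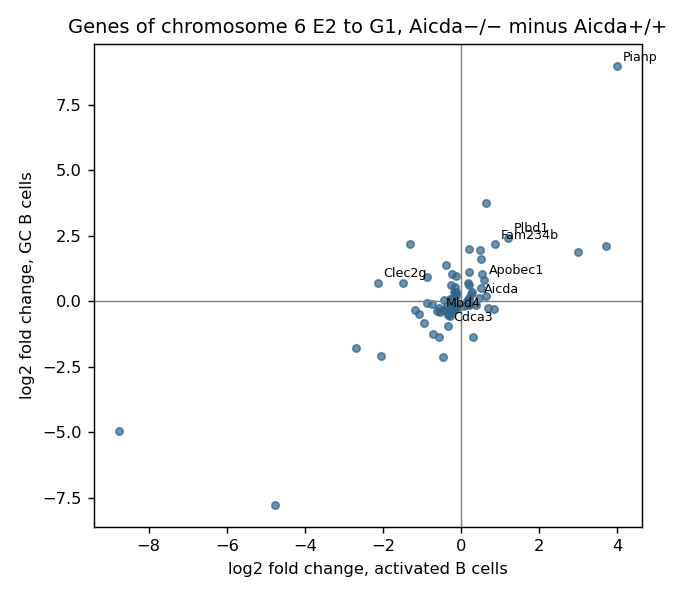
Log2 fold change (Aicda−/− minus Aicda+/+) in activated B cells against that in GC B cells for the 81 genes of chromosome 6 E2 to G1 with an unadjusted p under 0.05 in activated B cells. Each point is a gene; 54 of them lie in the quadrants of equal sign, among them Pianp and Fam234b.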

Being aware of these major confounding variables, direct attributions to AID-specific functions cannot be based solely on genotype-phenotype correlations when using these mice.

**Figure 4:**
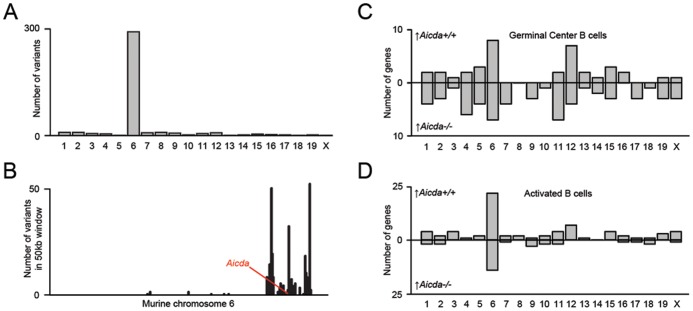
*Aicda^−/−^* mice are not congenic and *Aicda^−/−^* B cells are transcriptionally deregulated. A) CBA derived SNPs reside in chromosome 6. B) Number of variants per 50kb window is plotted against the position on chromosome 6, where *Aicda* (indicated in red) is located. CBA derived SNPs accumulate in a specific region. C) Contribution of each chromosome to the top 100 of differentially expressed genes between *Aicda^+/+^* and *Aicda^−/−^* GC B cells. The *chi* square test revealed that differential expressed genes located on chromosome 6 are significantly (p<2.2e-16) enriched in the region were CBA SNPs were found (see figure 4B, Table S1). D) As ‘C’, but now on activated *Aicda^+/+^* and *Aicda^−/−^* B cells. The *chi* square test revealed that differential expressed genes located on chromosome 6 are significantly (p<2.2e−16) enriched in the region were CBA SNPs were found (see figure 4B, Table S1).

## Discussion

This study was initiated to address the potential impact of AID on gene regulation of B cells. To address the potential role of AID in B cell programming, we applied RNA-Seq on diverse B cell subsets. RNA-Seq analysis revealed major differences between the transcriptomes of GC B cells from *Aicda^−/−^* and *Aicda^+/+^* mice. CC-specific transcripts were clearly overrepresented in GC B cells of *Aicda^−/−^* mice. The observation that GC B cells of *Aicda^−/−^* mice are enriched for CC-specific transcripts suggests that CCs accumulate in GC of *Aicda^−/−^* mice. In addition, major alterations in the transcriptome were also observed when comparing *in vitro* activated B cells from *Aicda^−/−^* and *Aicda^+/+^* mice, indicating major intrinsic differences between these activated B cells. Interestingly, *in vitro* activated *Aicda^−/−^* B cells acquire already a CB like gene signature. This signature likely relates to the fact that even naïve B cells from *Aicda^−/−^* are pre-activated. These findings are consistent with previous notions that *Aicda^−/−^* mice and patients suffering from the autosomal recessive form of Hyper-IGM syndrome (HIGM2) have enlarged GCs and hyper-activated B cells [3], [30]. 

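The genotype effect in naive B cells was set against that in activated B cells by a test of the difference over all 20 libraries, which takes the libraries as independent although both subsets were fractions of the same splenic suspensions. The test also shares its estimates of spread over subsets. The biological coefficient of variation, a measure of that spread, was 0.139 in naive and 0.054 in activated B cells. At an adjusted p under 0.01 from edgeR's quasi-likelihood test, 103 genes had a higher effect in naive and 3 a higher effect in activated B cells. Mybl1 differed by 3.25 on the log2 scale (standard error 0.25, adjusted p = 4.4e-08), S1pr2 by 3.31 (standard error 0.34, adjusted p = 5.4e-06), Jchain by 3.44 and Mki67 by 2.08 (adjusted p = 0.00044). BC064078 on chromosome 6 went the other way, with a difference of −2.09 (adjusted p = 3.4e-06). Dark zone genes had a median difference of 1.00 over 28 genes (adjusted p = 4.2e-62 from camera, and adjusted p = 0.00020 with an estimated correlation), being raised more in naive than in activated Aicda−/− B cells. Of the genes with an unadjusted p under 0.05 in activated B cells and outside the chromosome 6 region, 823 of 1847 (44.6%) had the same sign in naive B cells.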

Lack of AID activity suppresses DNA damage responses and maintains antigen-reactivity of GC B cells, which is likely to provide a selective advantage to AID deficient B cells. A defective GC reaction will delay antigen clearance and prolong immune activation, which in turn may break tolerance and stimulate the generation of autoreactive antibodies in mice and patients lacking AID [31], [32], with wide ranging consequences on adaptive immunity, including B cell development and the establishment of peripheral and central B cell tolerance. Therefore, in contrast to previous notions, an indirect AID-dependent effect on central and peripheral B cell tolerance cannot be excluded. The pre-activated status of ‘naïve’ B cells in *Aicda^−/−^* mice may also provide a cell-autonomous, AID-independent, preferential outgrowth of *Aicda^−/−^* B cells in bone marrow chimeric mice [31], [32].

The dramatic transcriptional alterations observed in different *Aicda^−/−^* B cell subsets let us to explore whether AID exerts a function in gene regulation by CpG demethylation as previously proposed for non-B cells [13], [14], [15]. Methyl-Cap did not reveal AID-dependent demethylation, neither region-specifically nor generically in GC B cells where AID is highly abundant. However, given the sensitivity of MethylCap, we cannot exclude the possibility that subtle differences in CpG methylation may have escaped detection. Notably, these results are consistent with biochemical insights demonstrating that *in vitro* AID has a strong preference in deaminating cytosine rather than methyl-cytosine [33], [34].

Most unexpectedly, *Aicda^−/−^* mice are not congenic. Based on SNP analysis, the CBA-derived *Aicda* allele was inactivated in TT2 ES cells. Surprisingly, the remaining CBA fragment around the targeted *Aicda* locus was differentially regulated throughout B cell development. 

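Pianp and Fam234b, both in the chromosome 6 region, and Gm4987 on chromosome X were the 3 genes that rose in Aicda−/− in GC, activated and naive B cells alike at an adjusted p under 0.01 from edgeR's quasi-likelihood test. Independent lists of these sizes would share 0.000875 genes among the 11071 tested in all 3 subsets. The naive and activated lists are not independent, since these cells were fractions of the same splenic suspensions. That number is therefore no chance level for this overlap. Gm4987 had log2 fold changes of 2.51 in GC (adjusted p = 0.0099, and 0.01003 with the stricter filter, where it did not pass and 2 genes were shared) and 2.96 in naive B cells, and Fam234b of 2.19 in GC and 0.87 in activated B cells. Plbd1 rose in GC (2.43) and activated B cells and was, among genes named after their values were seen, at 74.9 ± 9.42 against 41.5 ± 7.54 CPM in naive B cells (SD, n = 4; adjusted p = 0.011, 0.0012 with the replicate number as a block and 0.0072 without Aicda+/+ replicate 3). Activated and naive B cells shared 9 genes that rose, 7 of them in the region, and 5 that fell, 1 of them in the region, while Ighg3 was called in opposite directions. GC and activated B cells shared 6 that rose, 4 of them in the region, and 2 that fell, and 2 genes, Fcrl5 1 of them, were called in opposite directions. The number of genes shared by all subsets was 9 with the replicate number as a block in each fit, 5 of them in the region, and 6, 8, 5 and 4 without GC Aicda−/− replicate 1, Aicda−/− replicate 2, Aicda+/+ replicate 1 and Aicda+/+ replicate 2.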

Genes within this region significantly contributed to the top hundred of most differentially expressed genes found between naïve, activated and GC B cell subsets derived from *Aicda^−/−^* and *Aicda^+/+^* mice. Besides strain-specific differences, other genetic as well as epigenetic changes may have been acquired during gene targeting or maintaining T2 ES cells. This observation is not a specific feature of our mouse cohort, as these mice were backcrossed for 15 generations, which extensively exceeds the conventional number of backcrosses. As many studies heavily (or solely) rely on this unique *Aicda^−/−^* strain, these confounding variables add an unexpected level of complexity, which has not been considered before.

While it would be of interest how exactly the targeting affected gene regulation around the AID locus, such experiments require a heroic effort that unlikely contributes to our understanding about AID biology. Investing selective candidate genes, which could be responsible for the phenotypes, comes down to a ‘fishing expedition in deep water’ with partial or no phenocopy. The massive transcriptional alterations seen may relate to the CBA derived fragment (in *cis*), which may have systemic impact *in trans*. Furthermore, we cannot exclude genetic and epigenetic alterations that arose during ES cell culturing in this region. Given the long distance changes, the mere presence of a NeoR selection cassette is unlikely the driving force behind these drastic transcriptional alterations on chromosome 6. The finding that *Aicda^−/−^* mice carry a CBA-derived fragment in their genome argues that direct phenotype-genotype correlations in *Aicda^−/−^* mice cannot be made and consequently, additional validations are required to distinguish between AID-independent and dependent effects when comparing *Aicda^−/−^* and *Aicda^+/+^* mice.

However, one confounding issue may relate to *Mbd4*, a DNA glycosylase encoding gene implicated in active DNA demethylation [13]. 

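Mbd4, the gene of a DNA glycosylase that removes thymine and uracil opposite guanine, fell in activated Aicda−/− B cells from 23.4 ± 1.87 to 16.1 ± 0.882 CPM (SD, n = 4). Its log2 fold change there was −0.54 (standard error 0.07, adjusted p = 0.0011 from edgeR's quasi-likelihood test). In naive B cells it was at 42.9 ± 3.24 in Aicda−/− against 62.0 ± 6.45 in Aicda+/+ (SD, n = 4), a log2 fold change of −0.53 (standard error 0.09) that did not pass the threshold (adjusted p = 0.023), though it did with the replicate number as a block (adjusted p = 0.0071) and without Aicda+/+ replicate 3 (0.0067). In GC B cells it was at 222 ± 3.33 against 294 ± 35 (SD, n = 2), a log2 fold change of −0.41 (standard error 0.16, adjusted p = 0.49). Of 22 genes listed for DNA methylation and demethylation in activated B cells, Apobec1 and the glycosylase gene Neil1 (0.50, adjusted p = 0.0093) rose and Mbd4 was the 1 that fell. Neil1 did not pass without Aicda−/− replicate 2, 3 or 4 or Aicda+/+ replicate 1 or 3 (adjusted p from 0.017 to 0.034). The list as a whole did not pass its test (median 0.00062, adjusted p = 0.10 from camera).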

*Mbd4* is encoded within the CBA region of chromosome 6 and is differentially expressed in *Aicda^−/−^* B cell subsets. Provided that *Mbd4* has a function in active DNA demethylation, this might have influenced previous methylation differences measured in gene bodies between primordial germ cells *of Aicda^−/−^* and *Aicda^+/+^* mice [13], [15]. Clearly, the scope of this study is not to validate retrospectively the contribution of these complex confounding variables to previous conclusions made in numerous AID-studies. To distinguish easily between AID-dependent and confounding, i.e. AID-independent issues in the future, the generation of a novel, conditional, congenic *Aicda−/−* strain using the Cre/loxP recombination system in C57BL/6 derived ES cells is likely the most straight forward solutions in solving these problems.

In conclusion, while transcriptional differences were observed between *Aicda^−/−^* and *Aicda^+/+^* B cells, MethylCap and SNP analyses question whether these differences merely relate to the presence or absence of AID. Confounding parameters related to conventional gene-targeting in mice may have major implications on previous genotype/phenotype comparisons, where conclusions were based on the assumption that differences between *Aicda^−/−^* and *Aicda^+/+^* B cells only relate to the mere absence of AID.

## Materials and Methods

### Mice

*Aicda^−/−^* mice were kindly provided by T. Honjo and backcrossed for 15 generations to C57BL/6. All experiments were approved by an independent animal ethic committee of the Netherlands Cancer Institute and executed according to national guidelines.

### Isolation of B Cell Subsets

CD43 expressing cells were depleted from splenic single-cell suspensions of 2-mo-old *Aicda^−/−^* and *Aicda^+/+^* mice using paramagnetic streptavidin-beads and biotinylated anti-CD43. From the remaining cells a fraction was used to sort naïve B cells (CD19^+^, IgM^+^, CD43^−^, DAPI^−^). From the other fraction *in vitro* activated B cells were derived by stimulation with LPS [20 µg/ml] and IL-4 (10% of supernatant of IL-4 producing cells). *In vitro* activated B cells (CD19^+^, DAPI^−^) were sorted four days after culturing. To isolate GC B cells, 2-mo-old *Aicda^−/−^* and *Aicda^+/+^* mice were immunized by a single intraperitoneal injection of 10^8^ sheep red blood cells in 200 µl HBSS. Ten days later, GC B cells (CD19^+^, PNA^high^, CD95^+^, DAPI^−^) were sorted from splenic single-cell suspensions.

### Cells

Human embryonic kidney cells (HEK 293T) and Ramos cells (Burkitt’s lymphoma) were maintained in IMDM (Gibco) supplemented with 8% FCS and antibiotics. 3T3-NTZ indicator cells [35] were cultured in DMEM supplemented with 8% FCS and antibiotics.

### Methyl-Cap

The MethylCap protocol (Diagenode) and sequence library preperation (Illumina) were performed according to manufacturers protocol.

### RNA-Seq

TruSeq RNA sample preparation and subsequent library preparation was according to manufacturers protocol (Illumina).

### Experimental Design, Analysis and Statistical Testing

Each *Aicda^−/−^* (2x) and *Aicda^+/+^* (2x) GC B cell library (MethylCap and RNA-Seq), originates from pooled lymphocytes of at least 3 mice. For RNA-Seq on *Aicda^−/−^* (4x) and *Aicda^+/+^* (4x) naïve B cells, and *Aicda^−/−^* (4x) and *Aicda^+/+^* (4x) activated B cells, a total of sixteen libraries were individually prepared and indexed for each individual mouse. For all experiments it holds that the complete procedures were repeated on different days to generate true biological replicates. For further quality checks, and statistical testing, we used the R packages *limma*, *edgeR* and *GoSeq* [36], [37]. For GO visualization we used with the enrichment map plugin of *cytoscape2*. For SNP analyses variants were called between *Aicda^−/−^* and *Aicda^+/+^* with *somatic sniper*, intersected with cds.gtf (ucsc), and coding variants are linked to Sanger SNP file. For further analysis we used the R language (http://www.r-project.org/).

### Data Accession

RNA-Seq and MethylCap data deposited under accession number GSE47705.

## Supporting Information

Figure S1 **Experimental design.** Each *Aicda^−/−^* (2x) and *Aicda^+/+^* (2x) GC B cell library (MethylCap and RNA-Seq), originates from pooled lymphocytes of at least 3 mice. For RNA-Seq on *Aicda^−/−^* (4x) and *Aicda^+/+^* (4x) naïve B cells, and *Aicda^−/−^* (4x) and *Aicda^+/+^* (4x) activated B cells, a total of sixteen libraries were individually prepared and indexed for each individual mouse. For all experiments it holds that the complete procedures were repeated on different days to generate true biological replicates.
(TIF)

Figure S2 **Assessment of the reproducibility of RNAseq data.** A) MA-plot of *Aicda^−/−^* and *Aicda^+/+^* GC B cells (left panel). The top 100 differentially expressed genes, higher in the *Aicda^+/+^* (red) of replicate 1, are indicated in replicate 2 (red). Differentially expressed genes with a FDR <0.1 after combining datasets (*edgeR* [*36*]) are indicated in blue. B) Same as in ‘A’, but activated B cells. C) MA-plot of *Aicda^−/−^* and *Aicda^+/+^* Naive B cells. The top 100 differentially expressed genes, higher in the *Aicda^−/−^* of replicate 1, are indicated in replicate 2.
(TIF)

Figure S3 **GO-analysis.** A) GO-terms differential between *Aicda^−/−^* and *Aicda^+/+^* GC B cells as unbiased identified by *GOseq* and clustered by *cytoscape2*. B) As, in ‘A’. GO-groups were as follows: cellular response (I), signalling (II), regulation (III), homeostasis (IV), differentiation/development (V), and cellular activation (VI). C) GO-groups differential between *Aicda^−/−^* and *Aicda^+/+^* activated B cells. Same group definition as in ‘b’. D) GO-groups differential between *Aicda^−/−^* and *Aicda^+/+^* naïve B cells. GO-groups were as follows: deamination (VII) and cell cycle(VIII).
(TIF)

Figure S4 **Enrichment of methylated DNA fragments from B cells.** Pie charts reveal specific enrichment of hypermethylated *Tsh2* and hypomethylated *Gapdh* genes in the bound fractions and flow through fraction, respectively. The quantitative PCR was performed according to manufacturers protocol.
(TIF)

Table S1

How the deposited data were processed for this re-analysis (not part of the article)

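RNA-Seq libraries of splenic B cells of Aicda−/− and Aicda+/+ mice were analysed in 3 subsets: naive B cells (4 libraries per genotype), B cells activated in culture (4 per genotype) and GC B cells (2 per genotype, each from at least 3 mice). The deposited files hold raw counts of reads per Ensembl gene, made by the authors, who per the submitters' processing notes aligned the reads with TopHat to mm9 and counted them with HTSeq. Reads aligning to more than 1 place are not in the gene counts. The annotation release and strand setting are not given in the sources used here. Each file lists 37991 gene IDs and 5 rows without a gene, and gene counts per library ranged from 10862688 to 21218722. Intervals of counting error were not needed for these comparisons, whose error is the spread between libraries.

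Symbols, chromosomes and gene order were taken from GENCODE M21, which named 32919 of the IDs, and 8 more were named through Table S1. The IDs with an M21 name hold 99.23% of all gene counts. M21 follows GRCm38 and the authors used mm9, so no coordinates are given. The chromosome 6 region is the 471 genes in order from Bhlhe40 (band E2) to Eps8 (band G1).

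In each subset genes were filtered with edgeR's expression filter, normalized by TMM and tested for genotype with edgeR 4.0.16 (quasi-likelihood test, R 4.3.3), and a gene was called at an adjusted p under 0.01. Lists of genes were tested against all other genes with camera of limma 3.58.1 with a preset correlation of 0.01 and called at an adjusted p under 0.05 over the lists with at least 3 tested genes. Where the correlation is estimated instead, camera also uses the residual degrees of freedom of the fit, which are few in GC B cells. A call lost there need not come from correlation between genes. Of the camera calls within a subset, those of the switched constant genes in activated B cells and of the dark zone, GC B cell and cell cycle lists in naive B cells hold with an estimated correlation, and no call in GC B cells does; those for differences between subsets are given with the values. Levels with an SD are CPM after TMM, and the Aicda levels per library are CPM without TMM factors. The difference in genotype effect between subsets was tested in 1 fit of all 20 libraries. This fit shares its estimates of spread across subsets, though libraries of GC B cells varied more than those of activated B cells. The share of counts on Ighv genes was compared by exact permutation, and region membership of the top 100 genes by Fisher's exact test.

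The lists, the named genes and the alternatives were chosen before the counts were examined, except where the text says otherwise. The lists were fixed after Table S1 had been read. It holds genotype results of these same libraries, so the lists were not blind to them. The 22 lists were written from general knowledge and include markers of other cell types the gates could hold. Several lists share genes, so their results are not independent of each other. Named genes are those the paper names as measured, Apobec1 and the Igh constant genes, the 8 largest rises and 8 largest falls per subset among called genes with an average of at least 1 log2 CPM and no overlap between genotypes, up to 4 members with the smallest p per list, and genes called in all 3 subsets. Values of many of these genes in Table S1 had been seen when this rule was written.

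Alternatives were DESeq2 1.42.0 (its size factors in edgeR, and its own test), edgeR's exact test, normalization without immunoglobulin genes, other filters on low counts, the replicate number as a block, the run as a term, all 20 libraries in 1 fit, an estimated correlation, a sign test over genes, removal of the region or of immunoglobulin genes, and leaving out each library. Whether replicate numbers pair the libraries was checked by the correlation of deviations from the group means. It was 0.307, 0.176, 0.200 and 0.222 for activated replicates 1 to 4 and 0.405, 0.425, 0.365 and 0.281 for naive replicates 1 to 4. All exceed the 0.1 set as the limit, so the numbers were taken to pair the libraries of these subsets. The shared run may account for all of these correlations. Naive and activated B cells were fractions of the same splenic suspensions. Naive and activated libraries of the same number correlated at 0.256, 0.101, 0.213 and 0.137 in Aicda−/− and at 0.272, 0.0628, 0.106 and 0.0493 in Aicda+/+ mice, not all over that limit, so whether a number marks 1 mouse in both is not known. Between the genotypes the own number gave the highest correlation for 1 of 4 activated and 2 of 4 naive replicates, so pairing by number beyond the run is not shown.

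The procedure was tested on simulated data with 100 genes changed 2-fold and 100 changed 4-fold. At 2-fold 45, 81 and 77 were recovered in GC, activated and naive B cells, and at 4-fold 90, 92 and 92, with 2, 5 and 2 false calls. Simulated genes varied independently of each other, so recovery in the real data may be lower. None of 26 pairs of replicates was a duplicate (chi-square per degree of freedom from 2.64 to 68.6). Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. MethylCap data and variant data of the paper were left out, because the files used here hold RNA counts only.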

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

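Chosen only after the result was seen were the tests on protein-coding genes, on the size of the rise, on a single library, on reads lost in mapping, on direction across subsets and on isolation stress, and the limit to splits that part all pairs; the tests of other splits of the libraries, of all GC genes, of LPS-like activation and of naive B cells among GC B cells were written before.

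In 5 of 176 groups of 4 libraries a library stood apart from the others, where chance gives about 5% of groups. The mean log2 level of light zone genes was 6.96 in activated Aicda−/− replicate 4. Lgmn was at 70.2 CPM in activated Aicda−/− replicate 1, Ighg2c at 6.99 in activated Aicda+/+ replicate 2, Plbd1 at 18.3 in activated Aicda+/+ replicate 4 and Nuggc at 0.794 in naive Aicda+/+ replicate 3.

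The genotype effect differed between GC and activated B cells for 178 genes and between naive and activated B cells for 106, in a test of the difference by edgeR. That test shares its estimates of spread across subsets that differ in spread. Between GC and activated B cells the light zone list differed by 0.58, the dark zone list by −0.47 and the Ighv genes by 1.06 (adjusted p = 1.3e-13 from camera, and adjusted p = 0.014 with an estimated correlation). Fcrl5 differed by 3.26 (adjusted p = 2.5e-06) and Cd38 by 2.22 (adjusted p = 9.1e-06). Between naive and activated B cells the dark zone list differed by 1.00 and the Ighv genes by 0.35 (adjusted p = 0.0049, and adjusted p = 0.41 with an estimated correlation).

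Lists that the paper does not analyse also passed camera. In GC B cells their medians were −0.19 for cell cycle genes (adjusted p = 9.7e-08, and adjusted p = 0.14 with an estimated correlation), 0.82 for the B cell receptor response, 0.26 for dissociation stress, −5.35 for switched Igh constant genes (adjusted p = 1.2e-103, and 0.10), 0.51 for marginal zone B cell genes (adjusted p = 3.0e-05, and 0.14), 0.55 for T cell genes, 2.07 for erythroid genes, 0.44 for interferon genes (adjusted p = 3.2e-05, and 0.14) and 0.36 for NF-kB targets (adjusted p = 6.6e-09, and 0.21), the second p in each case an adjusted p with an estimated correlation. Activated B cells had medians of 0.11 for cell cycle genes, −0.47 for switched Igh constant genes (adjusted p = 4.8e-22, and 0.0011), −0.10 for plasma cell genes (adjusted p = 0.044, and 0.60), −0.18 for marginal zone genes (adjusted p = 2.2e-07, and 0.067), −0.67 for myeloid genes, −0.13 for interferon genes (adjusted p = 0.044, and 0.72) and −0.084 for MHC class II genes (adjusted p = 5.8e-06, and 0.25). Naive B cells had medians of 0.06 for plasma cell genes (adjusted p = 0.030, and 0.15; 0.055 with the replicate number as a block), 0.33 for interferon genes, −0.0033 for DNA methylation genes (adjusted p = 0.032, and 0.47; 0.055 with the block), whose mean was 0.13 and whose test pointed up, and 0.23 for Ighv genes (adjusted p = 0.015, and 0.49). Leaving out 1 library moved some of these medians by more than 1.5 times. In GC B cells interferon genes were at 0.28 without Aicda−/− replicate 1 and NF-kB targets at 0.24 without Aicda−/− replicate 2. In activated B cells plasma cell genes were at −0.054, −0.060 and −0.15 without Aicda+/+ replicate 2, Aicda−/− replicate 4 and Aicda+/+ replicate 4, marginal zone genes at −0.35 and MHC class II genes at −0.042 without Aicda−/− replicate 1, and interferon genes at −0.31 without Aicda−/− replicate 1, −0.061 without Aicda+/+ replicate 2, −0.062 without Aicda−/− replicate 3 and −0.025 without Aicda−/− replicate 4. In naive B cells plasma cell genes were at 0.026 without Aicda−/− replicate 1 and 0.15 without Aicda+/+ replicate 4, and leaving out any library moved the median of DNA methylation genes, down to −0.044 without Aicda+/+ replicate 3 and up to 0.066 without Aicda+/+ replicate 1. Leaving out 1 library also ended some calls: in activated B cells those of plasma cell genes (Aicda−/− replicate 4, Aicda+/+ replicates 2 and 3; adjusted p up to 0.25) and interferon genes (Aicda−/− replicates 3 and 4, Aicda+/+ replicates 1, 2 and 4; up to 0.83), and in naive B cells those of plasma cell genes (Aicda−/− replicates 3 and 4, Aicda+/+ replicates 1 and 2; up to 0.14), DNA methylation genes (Aicda−/− replicates 1 and 2, Aicda+/+ replicate 3; up to 0.34) and Ighv genes (Aicda−/− replicate 3, Aicda+/+ replicates 2 and 3; up to 0.23).

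The libraries of activated and of naive B cells can each be split into groups of 4 in 35 ways. Of these, 1 in activated and 2 in naive B cells gave as many called genes, the real split included. The replicate numbers were taken to pair the libraries, which the correlations do not show beyond the shared run. Only 8 splits part all 4 pairs. These are too few for a share under 5%. The real value, the highest of the 7 others and the number of the 8 splits as large, the real one included, were in activated B cells 146 called genes by edgeR (0; 1), 42 region genes in the top 100 (6; 1) and, compared by size, medians of −0.0144 for light zone (0.0444; 8), 0.115 for dark zone (0.105; 1), −0.126 for follicular (0.0824; 1), 0.108 for cell cycle (0.0939; 1), −0.472 for switched constant (0.358; 1), −0.0975 for plasma cell (0.0783; 1), −0.177 for marginal zone (0.152; 1), −0.674 for myeloid (0.488; 1), −0.134 for interferon (0.249; 3), −0.0838 for MHC class II (0.0670; 1) and −0.160 for Ighv genes (0.143; 1). In naive B cells they were 50 called genes (0; 1), 18 region genes (6; 1) and medians of 0.00080 for light zone (0.0313; 8), 1.02 for dark zone (0.695; 1), 1.85 for GC B cell (1.22; 1), 0.692 for cell cycle (0.449; 1), 0.0627 for plasma cell (0.109; 3), 0.326 for interferon (0.262; 1), −0.0033 for DNA methylation (0.0778; 7) and 0.231 for Ighv genes (0.261; 2). For naive against activated B cells, with the genotypes of a number exchanged in both subsets together, they were 106 called genes (0; 1) and medians of 0.0393 for light zone (0.0744; 4), 0.995 for dark zone (0.635; 1) and 0.355 for Ighv genes (0.396; 2). Among the splits that keep pairs together, the split by run called 246 genes in naive B cells, which points to a structure of the libraries by run, and 52 in activated B cells; in naive B cells 62 genes were called with the replicate number as a block and 71 with the run as a term.

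GC B cell genes were higher in naive Aicda−/− B cells, and GC B cells among the sorted cells are a candidate explanation. Over 95 genes chosen for their level in GC over other libraries, 44 were higher and the implied median share of GC RNA was −0.0495%, which met the bound written against a mixture, but 65 of the 95 are pseudogenes, and processed pseudogenes take 1.80% to 2.28% of counts in GC libraries against 0.188% to 0.289% in the others, so that bound did not measure cells. The 21 protein-coding genes among them were all higher, with a median share of 3.60% (quartiles 2.22% and 4.80%), and 78 of 78 genes high in both GC and activated B cells were higher, with a median of 2.34%. Activation as in the culture with LPS and IL-4 left 65.8% of 38 genes higher, between its bounds. Their implied share was 0.066% (quartiles −0.06% and 0.21%), which argues against activation as in that culture as the whole cause. These genes were chosen at least 5 times over GC B cells, so activation genes shared with GC B cells are not among them. They cannot test activation of another kind. The GC B cell list had a lowest median of 1.66 without any 1 library, which argues against a single library. A mixture, which the gate for CD19 and IgM without CD43 would not remove, stays open. Activation of another kind and a GC-like state of the naive cells also stay open, both untested.

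Genes of the chromosome 6 region were frequent among the top genes of every subset. Loss of reads from another strain's alleles in mapping lowers counts, and 20 region genes were higher in activated Aicda−/− B cells, which argues against it for these genes. For the 28 that were lower the mapping loss and a true fall cannot be told apart, since the files hold no reads over variants. An inherited difference acting in several subsets may be at work. Of region genes 66.7% kept their sign between activated and GC B cells, a share between the bounds set for it, so it stays open. The 30.9% of other genes is no neutral baseline, since most of those genes went in opposite directions in these subsets.

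Light zone genes were higher in GC Aicda−/− B cells. Naive B cells among them would not raise light zone genes that naive cells express no higher than GC B cells. The 10 such genes had a median of 0.48, which argues against naive cells as the cause for these genes. All 27 light zone genes tested were positive, so the sign of the 10 adds nothing. Their choice compares levels across subsets, which differ in the share of reads aligned to more than 1 place. Some naive B cells among the sorted cells are not excluded. Of 27 protein-coding genes high in naive over GC B cells, without ribosomal and mitochondrial ones, 24 were higher in GC Aicda−/− B cells. Their median implied share was 1.12%. Isolation stress would raise the 13 stress genes outside the light zone and receptor response lists as much; their median was 0.17, and 0.20 to 0.29 with 1 library left out, but their upper quartile was 1.01, above the light zone median, and the whole stress list reached 0.64 without Aicda−/− replicate 1, so stress stays open. The erythroid and T cell genes that moved alike, though the gate for CD19, PNA and CD95 selects against such cells, and a change in the cells themselves by genotype, were not tested and stay open.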

How the results depend on the processing

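One alternative was chosen after seeing the data: naive and activated libraries of the same genotype and number taken as 1 mouse, a replicate block across the 2 subsets, gave 76 genes for naive against activated B cells and medians of 0.98 for dark zone, 0.32 for Ighv and 0.02 for light zone genes, and changed no list call. Apart from leaving out libraries, the counts and the light zone, dark zone, Ighv, region and subset results kept direction and side of the threshold except as given here; of 834 settings of 96 named genes by subset 731 did so, 21 fell below the threshold, 82 passed it and 0 turned. Calls ended with the stricter filter for Gm4987, Fcrl5, Nr4a1 and ENSMUSG00000076519 in GC, Neil1 in activated and Cxcr3 and Mki67 in naive B cells, and with all 20 libraries for Aicda, Mpzl2, Cdca3, Foxp1, Tyms, Slamf7, Cd36, Ctss, Lgmn, Ifi30 and Neil1 in activated B cells; the causes of the changes were not tested.

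Called genes numbered, in GC B cells, 110 with DESeq2, 182 with the exact test, 240 with no filter, 179 with the replicate block, 242 with all 20 libraries and 16 without immunoglobulin and region genes (fewer genes tested), and the region held 28.6% of all called GC genes. The activated counts were 309, 362, 373, 447, 45 and 94 in that order, and 453 with the run term. The naive counts were 138 with DESeq2, 144 with the exact test, 114 with no filter and 189 with all 20 libraries. Genes called in all 3 subsets numbered 8, 10, 11, 9 with the block, 9 with all 20 libraries, 2 with the stricter filter and 1 without the region. GC against activated gave 365 with DESeq2 and 274 with only the libraries of the 2 subsets. The GC libraries share only a number (correlation 0.110 over 2 pairs), and with their block Ighm, Apobec1, Egr1, Cdca3, Cd38, Bcl3, Slc4a1 and Hbb-bs passed there. The block ended 2 list calls, plasma cell and DNA methylation genes in naive B cells, and changed no other list call; in activated B cells Cd38 and S1pr3 passed with it.

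With an estimated correlation the medians stay and the calls end for light zone (0.61), dark zone (−0.31) and Ighv genes (1.01) in GC, dark zone in activated (0.11), and Ighv genes in naive (0.23) and in naive against activated B cells (0.35; this call also ends without naive Aicda+/+ replicate 3, adjusted p = 0.077). The Ighv median in activated B cells, −0.16, passed the sign test, and that in naive B cells was 0.21 and did not pass with all 20 libraries (adjusted p = 0.076). Of the other list calls, the sign test over genes ended those of dissociation stress, switched constant and marginal zone genes in GC B cells (adjusted p = 0.057, 0.094 and 0.12), of follicular, switched constant, plasma cell, myeloid, interferon and MHC class II genes in activated B cells (0.33, 0.16, 0.089, 0.089, 0.27 and 0.052) and of plasma cell and DNA methylation genes in naive B cells (1 each). The interferon call in activated B cells also ended with DESeq2 (0.15), the exact test (0.094) and the stricter filter (0.10), the myeloid call there with no filter (0.11), the plasma cell call in naive B cells with the run term (0.058) and with all 20 libraries (0.16), and the DNA methylation call there without the region genes (0.065). Lists that passed only with another setting stand beside their values elsewhere.

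These medians changed sign, all near 0 or over few genes. Light zone in naive B cells was −0.0048 with DESeq2 size factors, −0.0048 with DESeq2, −0.0082 with no filter, −0.0024 with the block and −0.0051 with all 20 libraries. In GC B cells the GC B cell list was 0.0146 with the block and AID repair partners −0.0136 with all 20 libraries. In activated B cells the receptor response was −0.0091 with the block and −0.0072 with the run term, dissociation stress −0.0053 with no filter, NK cell genes −0.79 with no filter and −0.25 with all 20 libraries, myeloid genes 0 with all 20 libraries, and DNA methylation genes −0.00035 without immunoglobulin genes in the normalization, −0.0023 with no filter, −8.3e-05 with the stricter filter and −0.0038 with all 20 libraries. In naive B cells dissociation stress was 0.0143 with no filter, 0.0030 with the block, 0.00022 with the run term and 0.0087 with all 20 libraries; plasma cell genes −0.0123, myeloid genes 0.11 and DNA methylation genes 0.0269 with no filter, and myeloid genes 0.12 with all 20 libraries.

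Leaving out each library in turn, with a lone GC library assumed to vary like the others, called genes ranged from 71 to 287 in GC, 71 to 173 in activated and 20 to 44 in naive B cells, 3 to 8 in all 3 subsets, and 103 to 216 for GC against activated B cells (116 without GC Aicda+/+ replicate 1, 103 without GC Aicda+/+ replicate 2). Ighv medians ranged from −0.23 to −0.11 in activated, 0.16 to 0.31 in naive and 0.26 to 0.42 in naive against activated B cells. Changes of sign occurred within these ranges: light zone −0.039 to 0.026 in activated, −0.035 to 0.012 in naive and −0.029 to 0.042 in naive against activated B cells; Aicda in GC −0.22 to 0.34; Ighm in naive −0.0034 to 0.044; AID repair partners −0.0062 to 0.026 in activated and −0.055 to 0.050 in GC; receptor response in activated −0.047 to 0.027; dissociation stress in naive −0.11 to 0.11; DNA methylation −0.013 to 0.064 in GC and −0.044 to 0.066 in naive; GC B cell list in GC −0.13 to 0.17; MHC class II in naive −0.089 to 0.032; NF-kB targets −0.063 to 0.0094 in activated and −0.010 to 0.024 in naive; plasma cell in GC −0.15 to 0.38; stromal in naive −0.14 to 0.027; T cell in naive −0.20 to 0.20.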

Differences from the paper's values

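In GC B cells the paper's number of genes at an FDR under 0.01 is 155, and 28 genes passed that threshold here with edgeR's quasi-likelihood test. Of the 12 alternatives set before the data were examined, 4 gave a count within 1.5 times the paper's number: 110 with DESeq2, 182 with edgeR's exact test, 179 with the replicate number as a block and 219 without Aicda−/− replicate 2. The other 8 did not: 33 with DESeq2 size factors, 28 with normalization without immunoglobulin genes, 240 with no filter, 21 with the stricter filter, 242 with all 20 libraries, 287 without Aicda−/− replicate 1, 74 without Aicda+/+ replicate 1 and 71 without Aicda+/+ replicate 2.

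For naive B cells the paper's Table S1 lists 100 genes at that threshold, and 50 passed here. The copy of Table S1 used holds 151 GC and 141 activated genes at that threshold, fewer than the paper's text states, so the count of 100 read from it is less certain than those in the text. Of 17 alternatives, 4 gave a count within 1.5 times that number: 138 with DESeq2, 144 with the exact test, 114 with no filter and 71 with the run as a term. The other 13 did not, among them 62 with the replicate block, 189 with all 20 libraries and 20 to 44 when libraries were left out.

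The paper states that Ighv transcripts are less abundant in activated Aicda−/− B cells. Here their median log2 fold change was −0.16 with 17 of 20 genes negative, which did not pass camera (adjusted p = 0.075) and did pass the sign test over genes (adjusted p = 0.017), and camera without Aicda−/− replicate 2, Aicda−/− replicate 3 or Aicda+/+ replicate 4 (adjusted p = 0.039, 0.024 and 0.0021). The paper names Mbd4 as differentially expressed in the subsets; here it was called in activated B cells and not in naive (adjusted p = 0.023) or GC B cells (adjusted p = 0.49), and in naive B cells it was called with DESeq2, the exact test, no filter, the replicate block and all 20 libraries. The p columns of the GO sheets of Table S1 hold values above 1, which a p cannot take, for 145 of 509 terms in GC, 58 of 265 in activated and 19 of 52 in naive B cells.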

Other observations

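Chosen after the values were seen was the exclusion of ribosomal and mitochondrial genes.

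In activated Aicda−/− B cells 3 of 14 MHC class II genes fell and none rose (4 and 0 when adjusted over the list alone): Lgmn and Ctss, proteases of the endosome, with log2 fold changes of −0.35 and −0.21, and Ifi30, a thiol reductase of the same compartment, with −0.29. Myeloid markers, a list that also holds Ctss, were lower in the same libraries for 6 of 6 genes, with a median of −0.67 (adjusted p = 2.1e-04 from camera, and adjusted p = 0.067 with an estimated correlation). With no filter on low counts their median was −0.10 (adjusted p = 0.11 from camera). The MHC class II list had medians of 0.16 in GC (adjusted p = 0.065; 0.042 with DESeq2 and 0.00043 from the sign test over genes) and −0.07 in naive B cells (adjusted p = 0.63). Marginal zone B cell genes Cd9, Cd36 and Fcrl5 fell in activated B cells, Cd36 with a log2 fold change of −0.48 and Fcrl5 with one of −0.83, while Fcrl5 rose in GC B cells, and in naive B cells the list had a median of 0.17 (adjusted p = 0.13; 0.039 without Aicda+/+ replicate 2, 0.012 without Aicda+/+ replicate 3 and 0.015 without the chromosome 6 region genes). Slamf7, a receptor of plasma cells, rose by 0.19 in activated B cells. The plasma cell list had a median of 0.08 in GC B cells (adjusted p = 0.24 from camera), and of −0.15 to 0.38 with 1 GC library left out. Leaving out 1 activated library ended the call of Ctss in every case (adjusted p from 0.011 to 0.032), of Slamf7 without any library other than Aicda−/− replicate 1 (0.015 to 0.044), of Fcrl5 without Aicda−/− replicate 2, 3 or 4 or Aicda+/+ replicate 1 or 2 (0.013 to 0.021), and of Cd36 without Aicda−/− replicate 2 (0.010).

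Other lists did not pass camera with all libraries of a subset, edgeR's filter and genotype as the only term. Genes of the AID repair partners had medians of 0.03 in GC (adjusted p = 0.80, with the test pointing down), 0.02 in activated (adjusted p = 0.20) and 0.05 in naive B cells (adjusted p = 0.32), and DNA methylation genes 0.05 in GC B cells (adjusted p = 0.80). GC B cell markers had a median of −0.06 in activated B cells (adjusted p = 0.70). The receptor response had a median of 0.0070 in activated B cells (adjusted p = 0.83), dissociation stress 0.03 in activated (adjusted p = 0.74) and −0.02 in naive B cells (adjusted p = 0.67), and NF-kB targets −0.03 in activated B cells (adjusted p = 0.12; 0.026 without Aicda−/− replicate 1, 0.043 without Aicda+/+ replicate 3 and 0.045 with the run as a term). T cell genes had medians of −0.05 in activated (adjusted p = 0.83, with the test pointing up) and 0.03 in naive B cells (adjusted p = 0.74). NK cell genes had medians of 0.22 in GC (adjusted p = 0.65) and 0.27 in activated B cells (adjusted p = 0.65). Myeloid genes had medians of 0.26 in GC (adjusted p = 0.080, and 0.012 with no filter) and −0.04 in naive B cells (adjusted p = 0.60). The GC median was 0.012 without Aicda−/− replicate 2 and 0.71 without Aicda−/− replicate 1. Stromal genes had medians of 0.58, −0.30 and −0.05 in GC, activated and naive B cells (adjusted p = 0.080, 0.36 and 0.68). Fewer than 3 genes were tested for the erythroid list in activated and naive B cells, the NK cell and switched constant lists in naive B cells and the sex-linked list in every subset, and these got no test.

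Ighv genes together took 0.0159% ± 0.000851 of the gene counts in naive Aicda−/− and 0.0138% ± 0.00158 in naive Aicda+/+ libraries (SD, n = 4; 2-sided exact permutation test, p = 0.0857, where the smallest possible is 0.0286, reached without Aicda+/+ replicate 4). Genes high in naive over GC B cells were higher in GC Aicda−/− B cells for 30 of 57, with a median implied share of 0.063%. Among protein-coding genes without ribosomal and mitochondrial ones, 24 of 27 were higher, with a median of 1.12%.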
